A study of Mus musculus with 8 samples. Its data were reported in "The spleen tyrosine kinase inhibitor entospletinib resolves inflammation to promote repair following acute kidney injury" (2025).

How the data were processed

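Single-cell RNA sequencing was carried out by the authors on kidney cells of mice, prepared with a combinatorial barcoding kit (Parse Biosciences Evercode) in which fixed cells of every condition were barcoded in wells of the same plate and then divided over 8 sublibraries. The authors pooled the kidneys of 3 mice per condition before barcoding, excluded dead cells with a viability dye and enriched leukocytes by scatter in fluorescence-activated cell sorting (FACS). Reads were processed by the authors with the Parse pipeline (version 1.1), aligned to mm10, collapsed to transcripts and assigned to cells and to conditions through the well of the first barcoding round. The release of the gene annotation they used was not stated.

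The deposited matrix held counts, that is, whole numbers of transcripts per cell and gene with no normalization applied. Summed per cell, the matrix equalled the transcript count in the deposited cell table for all 120281 barcodes, and the number of detected genes was equal for all 120281 as well. Each of the 8 deposited samples held cells of all conditions, so the condition of a cell was taken only from the deposited cell table, and the sublibraries s1 to s8 were not mapped to single samples. Apart from the reads per count of each sublibrary (3.23 to 4.07), the deposited numbers of mapped reads per cell were not analysed here.

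Cells were kept with more than 300 genes, fewer than 20000 counts, less than 25% mitochondrial counts and less than 1.5% ribosomal protein gene counts, following the limits in the study's methods, and genes were kept when seen in at least 5 cells. Ribosomal protein genes were those with names starting in Rps or Rpl, 426 genes in all. Counts were scaled to 100000 per cell and log-transformed, 4000 genes with the highest dispersion among those past the mean and dispersion limits were selected, and cells were clustered with 40 principal components, 15 nearest neighbours and the Leiden algorithm at a resolution of 1. The study used scVI for dimension reduction, which was not at hand, and principal components took its place without batch correction. Mitochondrial genes, ribosomal protein genes, ribosomal RNA and the genes named in the first part of the rule given further on were left out of the selected features. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16.

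Names of cell classes from the authors were not used here, and clusters were named from markers. A cluster was called macrophage-like, neutrophil-like and so on when at least 3 markers of that class, from lists of 20 classes, were among its 100 leading genes by fold over the other cells, each detected in at least 10% of its cells, and when its 10 leading genes held no more than 1 marker of another class. Among the markers were *C1qa*, *Adgre1* and *Csf1r* for macrophages, *Ly6c2*, *Ccr2* and *Vcan* for monocytes, *S100a8*, *Csf3r* and *Retnlg* for neutrophils, *Cd3e* and *Trac* for T cells, *Cd79a* and *Ms4a1* for B cells, *Cd209a* and *Clec10a* for type 2 conventional dendritic cells (cDC2), *Clec9a* and *Xcr1* for type 1 (cDC1), *Pecam1* and *Kdr* for endothelial cells and *Lrp2* and *Slc34a1* for the proximal tubule. Kinds of macrophage were looked for with genes that the study's text names (*Cx3cr1*, *Arhgap22* and *Tgfbr1* for resident cells). Of the genes it names for the other kinds, *C1qa*, a class marker here, and *Syk* were not scored, and *Lilrb4* was scored as *Lilrb4a* and *Lilrb4b*. Because the 3 resident genes were among the 100 leading genes of every macrophage cluster of the main clustering, macrophage clusters are given by number. Of 8 genes scored for the study's acute-injury macrophages, cluster 0 had 5 among its leading genes, cluster 1 had 2 and cluster 9 had 1. Named by the largest number of such genes, cluster 0 would be of the acute-injury kind and clusters 1 and 9 resident. Doublets were scored within each sublibrary from simulated doublets among 30 neighbours, with a score above 0.5 called a doublet. Called doublets were kept in the main values and removed in an alternative.

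The share of a class is the number of its cells over all cells of the condition that passed the limits, with an exact Clopper-Pearson 95% interval. Expression is the sum of a gene's counts over the cells of a class and condition as CPM, its counts over all counts summed there on a common scale, with an exact Poisson 95% interval. Intervals and floors cover counting error only. Each value was also computed in each of the 8 sublibraries, which are portions of the same cells, so their SD measures technical error. For ratios per sublibrary 0.5 counts were added. Entospletinib was compared with vehicle at the same day, and vehicle at each day with the uninjured control, which all 3 of those comparisons share. With 1 pool per condition no test, p-value or standard error was possible for a comparison of single conditions, and none was made from cells. The same-day pairs of pools at 3 days could carry a weak test of treatment over all days, which was not run. A ratio is described as larger than its technical spread when all 8 sublibraries had its direction and its size exceeded their SD. The ranking of genes was tested on simulated data in which 200 genes were changed. Of these, 176 passed the limit on mean CPM, and all 10 genes ranked highest were changed ones. Of the unchanged genes 43.2% also had the same direction at all 3 days, so the direction alone does not single out changed genes. The spread between pools cannot be estimated from 1 pool per condition. The simulation therefore does not exclude that genes of the real data rank high through differences between pools.

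The rule for named genes had a first part, genes chosen from those that the study's text names for macrophages, monocytes, neutrophils and T cells, and a second part. The second part took, in macrophage-like cells, genes with a mean of at least 50 CPM over the 7 conditions and the same direction of entospletinib over vehicle at days 1, 7 and 14, and from these the 5 with the highest and the 5 with the lowest log2 ratio, ranked by the ratio nearest to 0 of the 3 days. Mitochondrial, ribosomal protein and haemoglobin genes were left out of the second part. The median log2 ratio of all genes past 50 CPM was computed for each class and comparison, and changes of single genes are given relative to it. Gene positions were taken by identifier from GENCODE vM21 on GRCm38. Of the 57010 identifiers in the files, 52081 (91.4%) were found there, 48297 of them with the same symbol, and all 59 named genes were found.

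The comparisons, class markers, rule for named genes and most alternatives were chosen before the data were examined. These alternatives were leukocyte-like cells as the denominator, no ribosomal protein gene limit, more than 500 genes per cell, removal of doublets, Leiden resolutions of 0.5 and 2, another Leiden seed, assignment of each cell on its own by its highest marker score, CPM without mitochondrial genes, edgeR's TMM factors, the mean of the cells' own CPM, thinning of each cell to 500 counts, a mean of at least 20 or 100 CPM for the second part of the rule, macrophage-like cells or non-leukocytes for sex-linked genes, and each sublibrary left out in turn. Chosen after seeing the data were 5 more alternatives: more than 200 genes per cell, all 10539 genes past the mean and dispersion limits as features, CPM without mitochondrial genes and ribosomal RNA, other sets of ribosomal protein genes, and cells above an equal lowest count in both conditions compared. The number of 4000 features, the rule for naming clusters and the rule for macrophage kinds were also set after the first clustering was seen. Kidney function, spatial profiles, flow cytometry and microscopy from the study were not analysed here.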

Results

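Transcripts were counted in single mouse kidney cells to follow how the kidney's immune cells change after ischemia-reperfusion injury (IRI), in which the blood supply of the kidney is stopped and restored, and how entospletinib, an inhibitor of the kinase SYK, alters that course. There were 7 conditions: an uninjured control, and mice given vehicle or entospletinib, examined 1, 7 or 14 days after IRI. Each condition was 1 pool of cells from 3 mice, so there were no replicates between conditions, and the 8 sublibraries into which the cells were divided measure technical error alone. The SD given with a value is over these 8 sublibraries. Cells had been sorted by FACS to enrich live leukocytes, so every share below describes the sorted suspension and not the whole kidney.

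The files held 120281 barcodes with 388617036 transcripts over 57010 genes. Of these, 79389 cells (66.0%) with 238942003 counts passed the limits, with a median of 2343 counts per cell. By condition, 10599 cells passed in the control, 20571, 5806 and 16530 with vehicle at days 1, 7 and 14, and 9966, 6688 and 9229 with entospletinib at the same days. Total counts of the cells that passed were 37946126 in the control, 71691915, 20399373 and 49903218 with vehicle, and 25208053, 21950991 and 11842327 with entospletinib. The median per cell ranged from 2432 to 2930 counts in the control and vehicle conditions, and was 2071.5, 2742 and 960 counts with entospletinib at days 1, 7 and 14. The sublibraries held 14712 to 16268 barcodes and 42263532 to 53741936 transcripts each. Of cells that met the other limits, the limit on ribosomal protein genes removed 5.41% in the control, 8.53%, 4.98% and 4.23% with vehicle, and 29.0%, 12.1% and 24.0% with entospletinib at days 1, 7 and 14.

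Clustering gave 25 clusters. Clusters 0, 1 and 9 were macrophage-like, clusters 3 and 6 monocyte-like and clusters 2 and 4 neutrophil-like, and the others included T-cell-like, B-cell-like, natural killer (NK)-cell-like and dendritic-cell-like cells, endothelial-cell-like cells and cells like those of the proximal tubule, loop of Henle and distal tubule or collecting duct. Clusters 22 and 23, with 605 cells, stayed unnamed and held 1.22% of the control cells, 1.04%, 0.224% and 0.460% of the vehicle cells and 0.763%, 0.748% and 0.509% of the entospletinib cells at days 1, 7 and 14. Of these cells, 91.4% in cluster 22 and 99.6% in cluster 23 were called doublets, against 8.61% of all cells. Names were rebuilt here from markers, so differences from the study may come from the names.

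The first question was which cells express *Syk*, the gene of the drug's target (ENSMUSG00000021457, protein-coding, GRCm38 chromosome 13, 52583173 to 52648792, plus strand). Over all conditions together, *Syk* stood at 1434 CPM (SD 67.9) in B-cell-like cells, 1376 CPM (SD 37.9) in neutrophil-like cells, 820 CPM (SD 19.9) in monocyte-like cells and 472 CPM (SD 9.80) in macrophage-like cells. In T-cell-like cells it was 194 CPM (SD 23.02), and this value fell to 40.6 CPM when doublets were removed, the largest move as a fold among these 5 classes. Parenchymal classes were lower, with 74.0 CPM (SD 14.9) in proximal-tubule-like cells, 73.5 CPM in loop-of-Henle-like cells, 65.2 CPM (SD 6.74) in endothelial-cell-like cells and 42.0 CPM in distal-tubule-like or collecting-duct-like cells. Removal of doublets lowered these 4 values as well, to 28.5, 53.1, 25.6 and 23.3 CPM in the same order. After each cell was thinned to 500 counts, 48.2% of B-cell-like, 44.6% of neutrophil-like, 31.7% of monocyte-like and 19.8% of macrophage-like cells had a *Syk* count. At the same depth this share was 1.43% in distal-tubule-like or collecting-duct-like, 2.21% in stroma-like, 2.22% in endothelial-cell-like, 2.95% in proximal-tubule-like and 4.25% in loop-of-Henle-like cells, and the 4.09% of T-cell-like cells lay within the range of these 5 classes. In macrophage-like cells of single conditions *Syk* was 481 CPM in the control, 356, 454 and 562 CPM with vehicle and 331, 449.8 and 471 CPM with entospletinib at days 1, 7 and 14.

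**Figure D1:**
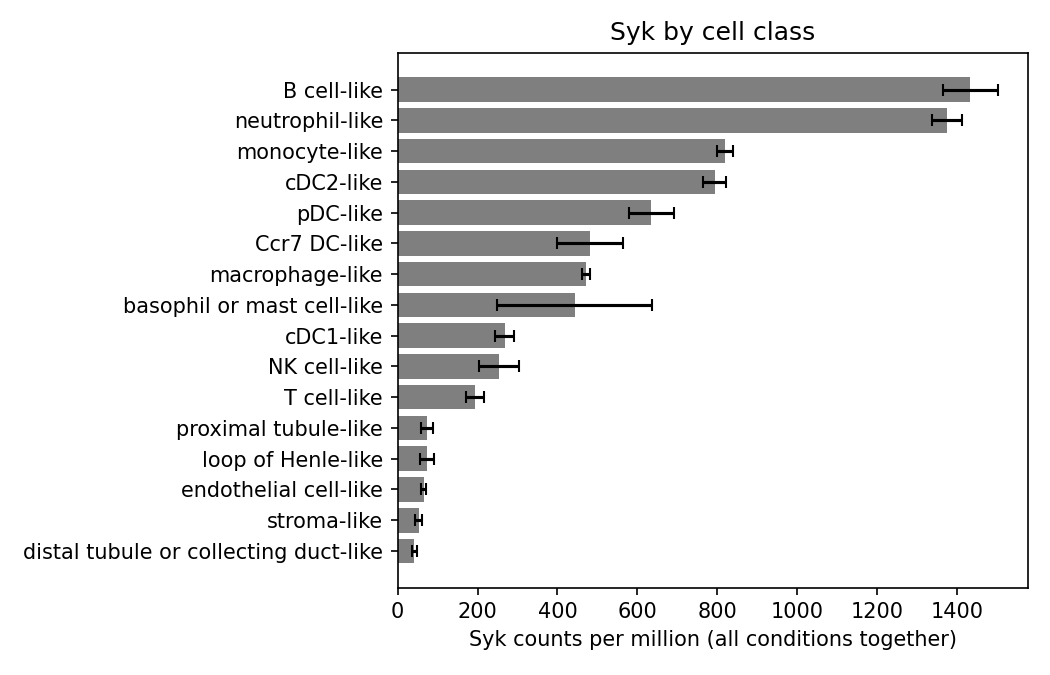
Horizontal bars give *Syk* in CPM (x axis) for each class of cells (y axis), all 7 conditions together, and error bars are the SD over the 8 sublibraries. B-cell-like (1434 CPM) and neutrophil-like cells (1376 CPM) are highest, and distal-tubule-like or collecting-duct-like cells (42.0 CPM) are lowest.

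The next question was how IRI and entospletinib change the share of infiltrating cells. Neutrophil-like cells made up 0.613% of control cells (exact 95% interval 0.474 to 0.781). With vehicle they made up 38.0% (37.3 to 38.6; SD 1.68), 29.4% (28.3 to 30.6; SD 1.37) and 11.7% (11.2 to 12.2; SD 0.471) at days 1, 7 and 14. Entospletinib-treated mice had 21.7% (20.9 to 22.5; SD 1.84), 1.72% (1.42 to 2.06; SD 0.414) and 0.455% (0.328 to 0.615; SD 0.143). The log2 ratio of entospletinib over vehicle was −0.81 (SD 0.07) at day 1, −4.10 (SD 0.35) at day 7 and −4.68 (SD 0.46) at day 14, or 1.75-fold, 17.1-fold and 25.7-fold lower, and all 8 sublibraries had this direction at each day. The day 14 value rests on 42 cells with entospletinib against 1931 with vehicle. It moved most when more than 500 genes per cell were required, to −7.54, which rests on 2 of 5754 entospletinib cells (exact 95% interval −10.59 to −5.69). Against the control, vehicle was higher by log2 ratios of 5.95 (SD 0.63), 5.58 (SD 0.66) and 4.25 (SD 0.67). Cluster 2 held 86.2% of neutrophil-like cells in the control, 64.3% with vehicle and 84.0% with entospletinib at day 1, and 57.4% with entospletinib at day 7. Cluster 4 held 90.6% and 85.5% with vehicle at days 7 and 14, and 57.1% with entospletinib at day 14.

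**Figure D2:**
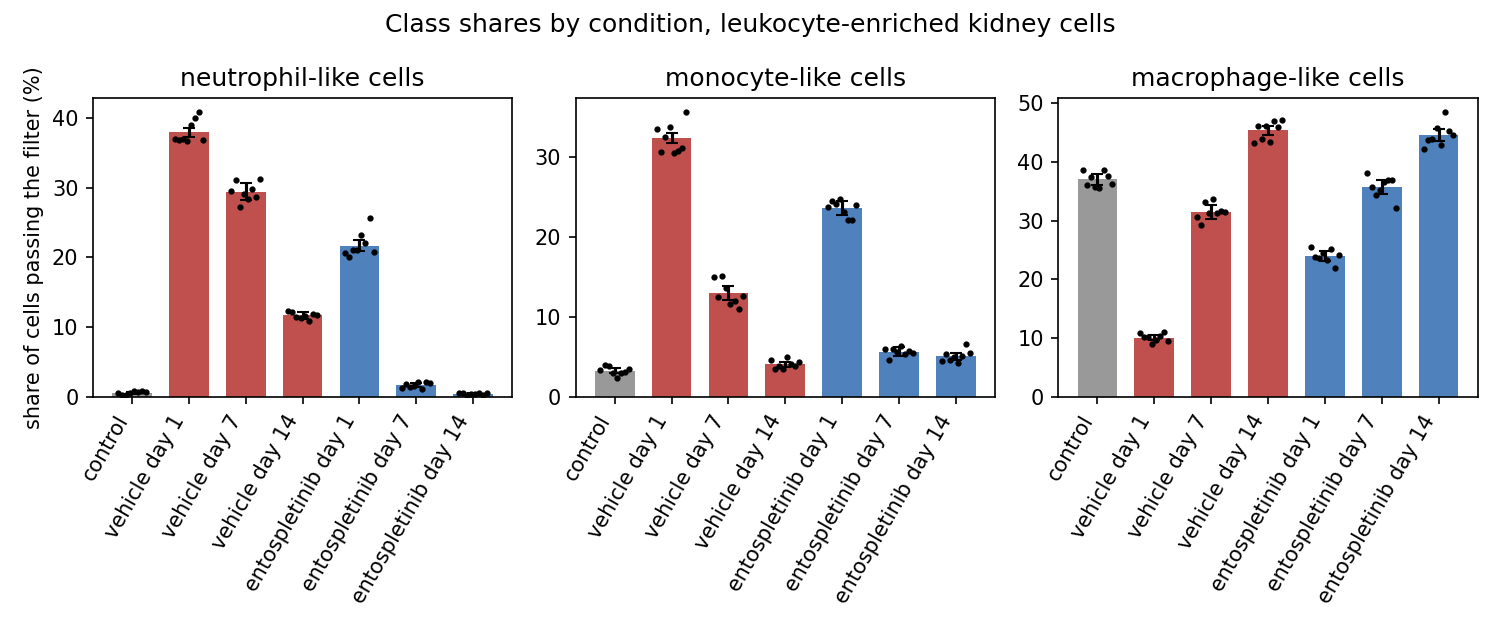
Bars give the share of cells that passed the limits (y axis, percent) in neutrophil-like, monocyte-like and macrophage-like cells for each of the 7 conditions (x axis), error bars are exact 95% intervals and points are the 8 sublibraries. The neutrophil-like share falls from 38.0% to 11.7% over days 1 to 14 with vehicle, and from 21.7% to 0.455% with entospletinib.

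Monocyte-like cells rose from 3.27% (2.94 to 3.63) of control cells to 32.4% (31.7 to 33.0; SD 1.86) with vehicle at day 1, and stood at 12.97% (SD 1.52) at day 7 and 4.09% (SD 0.538) at day 14. Their log2 ratio to the control was 3.31 (SD 0.24), 1.99 (SD 0.22) and 0.32 (SD 0.37), and the last was within its technical spread. With entospletinib they were 23.7% (SD 1.03), 5.65% (SD 0.525) and 5.09% (SD 0.730). The log2 ratio of entospletinib over vehicle was −0.45 (SD 0.07) at day 1, −1.20 (SD 0.20) at day 7 and 0.32 (SD 0.33) at day 14, where 6 of 8 sublibraries had this direction. The 2 monocyte clusters moved apart: cluster 3 had log2 ratios of −1.28, −2.44 and −0.58 and cluster 6 of 0.66, 0.82 and 0.77 at days 1, 7 and 14. Cluster 3 held 72.8% and 84.1% of monocyte-like cells with vehicle at days 1 and 7, while cluster 6 held most of them in the other 5 conditions, from 55.3% with vehicle at day 14 to 77.8% in the control.

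Macrophage-like cells made up 37.0% (36.1 to 37.9; SD 1.23) of control cells, 10.1% (9.70 to 10.5; SD 0.686), 31.5% (30.3 to 32.7; SD 1.37) and 45.4% (44.6 to 46.1; SD 1.60) with vehicle, and 24.0% (23.2 to 24.9; SD 1.098), 35.7% (34.5 to 36.9; SD 1.87) and 44.5% (43.5 to 45.5; SD 1.95) with entospletinib at days 1, 7 and 14. Vehicle over control gave log2 ratios of −1.87 (SD 0.06), −0.23 (SD 0.08) and 0.29 (SD 0.07). The last of these became −0.29 when only leukocyte-like cells were the denominator. Entospletinib over vehicle gave 1.25 (SD 0.13), 0.18 (SD 0.10) and −0.027 (SD 0.040). The day 7 value changed direction, to −0.060 with more than 500 genes per cell and to −0.094 above an equal lowest count, and the day 14 value moved most with each cell assigned on its own, to −0.58. Cluster 0 held 89.7% of macrophage-like cells with vehicle and 68.4% with entospletinib at day 1, and 45.9% and 44.9% with vehicle at days 7 and 14. Cluster 1 was the largest of the 3 in the control (44.1%) and with entospletinib at days 7 (44.1%) and 14 (71.3%). At day 14 the log2 ratio of entospletinib over vehicle was −1.51 (SD 0.19) for cluster 0, 0.77 (SD 0.08) for cluster 1 and −0.19 (SD 0.23) for cluster 9. At day 1 the ratios were 0.86 (SD 0.13), 3.15 (SD 0.36) and 2.14 (SD 0.54), and vehicle over control at day 1 gave −0.56, −4.59 and −4.31.

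Shares of other classes also differed, and in a share a fall of one class raises the others. Leukocyte-like cells together made up 62.6% of the control, 87.3%, 91.4% and 94.2% of vehicle and 79.8%, 65.3% and 80.3% of entospletinib cells. Endothelial-cell-like cells were 20.9% in the control, 6.04%, 3.70% and 2.23% with vehicle and 13.3%, 20.8% and 10.0% with entospletinib, log2 ratios of entospletinib over vehicle of 1.14 (SD 0.12), 2.49 (SD 0.34) and 2.17 (SD 0.27). At day 14 cluster 5 held 70.1% of these cells with vehicle and 28.6% with entospletinib, and cluster 12 held 27.2% and 65.4%. B-cell-like cells were 495 of 16530 cells with vehicle and 1055 of 9229 (11.4%) with entospletinib at day 14, a log2 ratio of 1.93 (SD 0.23), after 1.01 (SD 0.40) at day 7. The cDC2-like share rose with vehicle from 2.34% at day 1 to 11.3% at day 14. Its log2 ratio of entospletinib over vehicle was 0.72 (SD 0.25), 0.29 (SD 0.13) and −1.63 (SD 0.16), and the day 7 value became −0.068 above an equal lowest count. At day 14 the ratio was −1.40 (SD 0.38) for cDC1-like cells and −1.17 (SD 0.23) for dendritic-cell-like cells with *Ccr7*. T-cell-like cells fell from 6.78% in the control to 1.04% with vehicle at day 1 and reached 10.4% at day 14, and entospletinib over vehicle gave 0.31, 0.021 and −0.19 (SD 0.15). With each sublibrary left out in turn, the day 1 ratio ranged from 0.20 to 0.41. The day 7 ratio then ranged from −0.044 to 0.077, so it had no steady direction. The day 14 ratio changed direction, to 0.46 without the ribosomal protein gene limit and to 0.037 with leukocyte-like cells as the denominator. Proximal-tubule-like cells were 11.1% in the control and 0.835% with vehicle against 2.81% with entospletinib at day 14, a log2 ratio of 1.75 (SD 0.43).

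The effect of entospletinib on expression within macrophage-like cells was examined next. Over the 3322 genes with a mean of at least 50 CPM, the median log2 ratio of entospletinib over vehicle was −0.13 at day 1, 0.34 at day 7 and 0.073 at day 14, and with TMM scaling it was −0.064, 0.020 and −0.14. Vehicle over control had medians of 0.12, −0.30 and −0.091. Ratios of single genes in macrophage-like cells are given relative to the median of their own comparison, with the SD of the ratio itself, so a change of total scale leaves them as they are. The clusters behind these ratios differ in their shares. Cluster 0 held 89.7% of macrophage-like cells with vehicle against 68.4% with entospletinib at day 1, and 44.9% against 16.1% at day 14. *Nlrp3* stood at 277 CPM in cluster 0 and 74.5 CPM in cluster 1, *Cd83* at 1356 and 309 CPM and *Cd86* at 1007 and 391 CPM, while *Mrc1* was lower in cluster 0 (737 CPM) than in cluster 1 (1020 CPM), so the ratios below compare different mixes of clusters. The day 14 split was smaller among cells thinned to 500 counts and placed by the nearest cluster centre. There cluster 0 held 34.1% with vehicle and 28.4% with entospletinib. Depth and the way of placing cells changed together, so this shift cannot be put down to depth alone.

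Of the receptor genes, *Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057, plus strand) was at 338, 917 and 770 CPM with entospletinib and 485, 928 and 1285 CPM with vehicle at days 1, 7 and 14. Relative to all genes, its ratio was −0.39 (SD 0.22), −0.35 (SD 0.12) and −0.81 (SD 0.11). *Clec7a* (ENSMUSG00000079293, annotated as a polymorphic pseudogene, chromosome 6, 129461591 to 129472779, minus strand) was at 53.2, 225 and 150 CPM against 98.3, 261 and 290 CPM, a relative ratio of −0.76 (SD 0.45), −0.55 (SD 0.19) and −1.02 (SD 0.22). *Nlrp3* (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956, plus strand) was at 146, 101 and 108 CPM against 274, 180 and 274 CPM, a relative ratio of −0.78 (SD 0.26), −1.17 (SD 0.44) and −1.41 (SD 0.27). *Cd83* had relative ratios of −0.85 (SD 0.28), −0.57 (SD 0.14) and −0.77 (SD 0.13), and *Cd86* of −0.41 (SD 0.05), −0.51 (SD 0.23) and −0.41 (SD 0.16). Against the control, vehicle had relative ratios of −0.30, 1.06 and 1.32 for *Mrc1*, −0.95, 0.89 and 0.83 for *Clec7a* and 1.43, 1.25 and 1.65 for *Nlrp3*. *Syk* itself changed by 0.022 (SD 0.13), −0.35 (SD 0.15) and −0.33 (SD 0.13) relative to all genes with entospletinib.

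Of 35 genes chosen from those that the study names for macrophages, 15 lay below the median of all genes at each of the 3 days with entospletinib: *Mrc1*, *Clec7a*, *Clec4e*, *Fcgr3*, *Nlrp3*, *Cd83*, *Cd86*, *Cd68*, *Cdc42*, *Nfkb1*, *Il1b*, *Trem2*, *Ccl9*, *Tlr2* and *Vegfa*. Above it at each day were 4 genes, *Fcer1g*, *Egf*, *Ghr* and *Igfbp3*, and 16 lay on both sides. These are signs alone: the ratio exceeded its SD at all 3 days for 7 of the 15 (*Mrc1*, *Clec7a*, *Nlrp3*, *Cd83*, *Cd86*, *Cd68* and *Ccl9*) and for 1 of the 4 (*Fcer1g*). Before subtraction, only *Ccl9* and *Fcer1g* of these had the same direction in all 8 sublibraries at all 3 days. At day 7 the direction was shared by 4 of 8 for *Mrc1* and *Cd68*, 6 for *Clec7a* and 7 for *Nlrp3*, *Cd83* and *Cd86*. The 35 leave out genes that the study names for its resident and acute-injury macrophages, such as *Cx3cr1*, *Cd36* and *C1qa*. *Fcer1g* had relative ratios of 0.55 (SD 0.19), 0.33 (SD 0.17) and 0.68 (SD 0.15), and *Egf*, with 29.0 CPM against 9.75 CPM at day 14, of 0.61 (SD 0.97), 1.13 (SD 0.58) and 1.501 (SD 0.32). *Egf* is also a marker of the loop-of-Henle class, which held 267 of 9229 entospletinib and 146 of 16530 vehicle cells at day 14. Free RNA of that class was not tested as a source of the *Egf* counts, so a change within macrophages is not shown. *Itgam* was higher at day 1 with 0.66 (SD 0.15) and lower at days 7 and 14 with −0.53 (SD 0.07) and −0.85 (SD 0.18). For *Vegfa* the SD was 1.59 and 1.34 at days 1 and 7, and *Ccl8* had 7 to 17 and *Igfbp3* 19 to 27 counts with entospletinib per day, so the ratios of these last 2 genes rest on few counts. Under TMM scaling the unadjusted day 7 ratio changed direction for *Grb2*, *Cdc42* and *Tgfb1*, which had relative ratios of −0.11, −0.097 and −0.061 at that day.

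The second part of the rule named the genes with the largest ratios in the same direction at all 3 days. The 5 higher with entospletinib were *Ccnd3* (ENSMUSG00000034165, chromosome 17, 47505051 to 47599691, plus strand), *Spn*, *Igsf9*, *Fkbp5* (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527, minus strand) and *Adam19*. The 5 lower were *Nr4a3* (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447, plus strand), *Thbs1* (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133, plus strand), *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227, plus strand), *Mpp7* and *Nlrp3*. Relative to all genes, *Fkbp5* was higher by 0.87 (SD 0.22), 1.23 (SD 0.23) and 3.49 (SD 0.17) at days 1, 7 and 14. It stood at 881 CPM with entospletinib and 74.6 CPM with vehicle at day 14, and at 405 CPM in the control. Vehicle over control gave relative ratios of −1.36 (SD 0.11), −2.38 (SD 0.20) and −2.35 (SD 0.14) for *Fkbp5*. *Ccnd3* was higher by 1.14 (SD 0.41), 0.86 (SD 0.20) and 1.63 (SD 0.10). *Thbs1* had relative ratios of −1.03 (SD 0.37), −2.36 (SD 0.59) and −2.52 (SD 0.85), and *Ptgs2* of −0.89 (SD 0.57), −2.13 (SD 0.34) and −1.42 (SD 0.27). *Nr4a3* changed by −1.38 (SD 1.09), −1.75 (SD 0.72) and −1.87 (SD 0.47). The relative ratios of *Spn*, *Igsf9* and *Adam19* lay between 0.43 and 1.13, and those of *Mpp7* between −1.36 and −0.85. Against the control, vehicle had relative ratios of −3.67, −1.79 and −1.06 for *Ccnd3*, 1.36, 2.39 and 3.62 for *Nr4a3*, 2.81, 3.22 and 3.44 for *Thbs1* and 2.37, 2.85 and 2.78 for *Ptgs2*. For *Spn*, *Igsf9* and *Adam19* they lay between −1.65 and −0.37, and for *Mpp7* between 1.28 and 2.12. In each of the 10 genes vehicle thus differed from the control in the opposite direction to entospletinib from vehicle. Both ratios share the vehicle value and the genes were chosen by their entospletinib ratio, which favours opposite signs. The number expected without any change was not computed, so no conclusion is drawn from this count. *Spn* and *Thbs1* are also markers of the monocyte class.

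**Figure D3:**
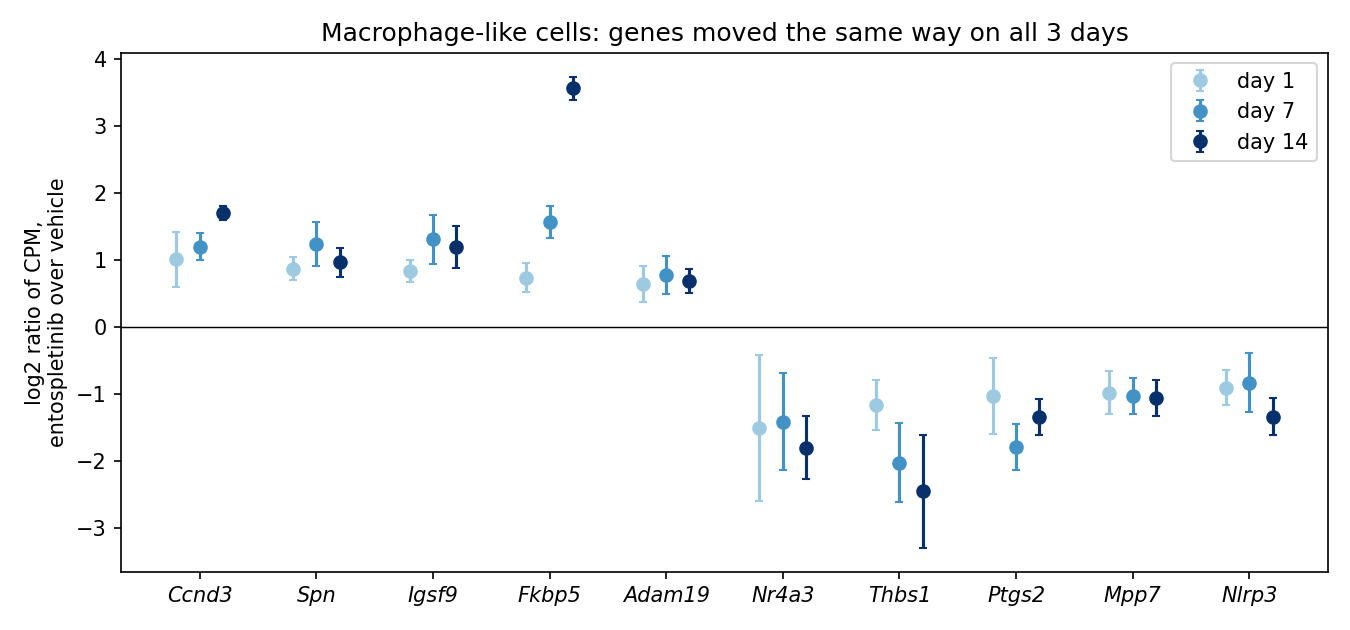
Points give the log2 ratio of CPM in macrophage-like cells, entospletinib over vehicle (y axis), for the 10 genes of the second part of the rule (x axis) at days 1, 7 and 14 before the median of all genes is subtracted, and error bars are the SD over the 8 sublibraries. *Fkbp5* at day 14 (3.56) is the highest point and *Thbs1* at day 14 (−2.45) the lowest.

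In monocyte-like cells the median of all genes was −0.20, 0.40 and 0.033 at days 1, 7 and 14. Relative to it, *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665, minus strand) changed by −0.64 (SD 0.10), −0.79 (SD 0.24) and −0.45 (SD 0.25), *Itgal* by 0.83 (SD 0.07), 1.95 (SD 0.36) and 0.52 (SD 0.33), and *Cxcl2* by −0.95 (SD 0.25), −3.08 (SD 0.53) and −0.056 (SD 0.76). Most monocyte-like cells with vehicle at days 1 and 7 were in cluster 3 and most with entospletinib in cluster 6, so these ratios compare different mixes of clusters. In neutrophil-like cells the median was −0.11, 0.093 and −0.067, and *Ptgs2* had a relative ratio of −0.88 (SD 0.14) at day 1. Cluster 4 held 35.7% of these cells with vehicle and 16.0% with entospletinib at day 1, and 90.6% and 42.6% at day 7, so the mixes of clusters differ here too. *Cd44* had relative ratios there of −0.15 (SD 0.10) at day 1 and 0.30 (SD 0.35) at day 7, the latter on 115 entospletinib cells, and the day 14 values rest on 42 cells. In T-cell-like cells at day 14, where the median was 0.034, *Ctla4* was at 252 CPM (235 counts) with entospletinib and 137 CPM (735 counts) with vehicle, a relative ratio of 0.85 (SD 0.36). The ratio of *Ctla4* before subtraction was 0.88 and moved most without the ribosomal protein gene limit, to 0.37. With entospletinib at day 14, 840 T-cell-like cells were named under that limit and 1806 in the clustering without it, against 1721 and 1862 with vehicle. The T-cell-like cells compared were thus filtered unequally. *Cd4* had a relative ratio of −0.66 (SD 0.41), with 79 against 701 counts, and *Foxp3*, with 24 against 246 counts, of −0.87 (SD 1.23). *Foxp3* stood at 25.7 CPM (exact 95% interval 16.5 to 38.3) against 45.8 CPM (40.2 to 51.9), but only 6 of 8 sublibraries had this direction. Its ratio before subtraction was −0.83, and −0.54 without sublibrary s5. At days 1 and 7 the relative ratios were 0.24 (SD 1.14) and −1.32 (SD 1.22) for *Ctla4* and −0.81 (SD 1.36) and 0.22 (SD 1.52) for *Cd4*, on 21 to 67 counts with entospletinib. The day 7 ratio of *Ctla4* before subtraction was −1.01, and without sublibrary s3 it was −1.69.

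Sex-linked genes were read to check the animals behind each condition, since the study used male mice for its single-cell data. *Xist* had 1 to 5 counts per condition (0.0490 to 0.132 CPM), and the 4 genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* of the Y chromosome together stood at 319.5 to 411.5 CPM.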

Values the study reported

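The study reported that unbiased clustering of the single-cell data gave 25 cell populations, and its embedding held 90,196 kidney cells. Its methods stated that cells with more than 300 genes, fewer than 20,000 counts, below 25% mitochondrial genes and below 1.5% ribosomal genes were kept, and genes seen in no fewer than 5 cells.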

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

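Tests chosen only after the result was seen were those on barcodes with entospletinib in sublibrary s5, on the cDC2-like share and on the scaling of the counts, and the others in this part were chosen after the pattern but before their own values. For the barcodes in s5 the counts were known when the limit for reading them was set. For the depth of cluster 0 the reading was made more cautious after the values were seen, and for the proximal-tubule-like share a stricter limit was set.

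Single sublibraries stood apart from the other 7 in 12 of 236 groups looked at, 2 of 11 for barcodes and counts, 5 of 126 for shares, 3 of 54 for ratios of shares and 2 of 45 for genes. The measure was the gap to the nearest other sublibrary over the whole range, and chance alone gives about 1 in 20 groups. Sublibraries are portions of the same cells, so no biological explanation was tested for these 12.

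Sublibrary s7 held 16268 barcodes, where the others held 14712 to 15162. Control barcodes numbered 3780 in s7 and 3761 in s5 against 2035 to 2200 in the other 6. The lowest transcript count of a control barcode was lower in both than in any of the other 6, by at least 510 transcripts, with 332 in s5 and 353 in s7. A lower limit for calling control barcodes in these 2 sublibraries is a likely source of the extra barcodes. With entospletinib at day 14, s5 held 1918 barcodes and the others 2228 to 2348. The lowest count of these barcodes was 238 in s5 and 184 to 243 in the others. Above 243 counts s5 held 1907 barcodes and the lowest other 2058, a difference of −151, so a higher calling limit in s5 is unlikely to be the cause. Among barcodes with more than 300 genes the gap was smaller, with 1430 in s5 and 1442 to 1697 in the others, and what else set s5 apart was not tested. The shortfall was not confined to entospletinib at day 14. Over all conditions but the control, s5 held 11401 barcodes and the others 12488 to 12943.

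Proximal-tubule-like cells made up 14.2% of control cells in s5, and distal-tubule-like or collecting-duct-like cells 0.831%. Among control cells above the highest of the 8 lowest counts, the proximal-tubule-like share in s5 was still 13.1%, which is 1.90 percentage points above the highest other sublibrary. The lower calling limit in s5 is therefore unlikely to be the whole cause. With vehicle at day 14, proximal-tubule-like cells made up 1.29% in s5 as well, where no difference in calling was tested. The dendritic-cell-like share with *Ccr7* was 1.21% in s7 with entospletinib at day 1, and the basophil-like or mast-cell-like share 0.198% in s1 with vehicle at day 14, where the other 7 sublibraries held none. Among log2 ratios of entospletinib over vehicle, cDC2-like cells at day 1 had 1.25 in s3, NK-cell-like cells at day 7 had −1.65 in s6, distal-tubule-like or collecting-duct-like cells at day 14 had 1.41 in s6, *Thbs1* in macrophage-like cells at day 14 had −4.43 in s2 and *Mpp7* had −0.46 in s6. Apart from the 14.2%, no value in this paragraph was tested further. No ratio of a share or gene named here changed direction when its sublibrary was left out.

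The cDC2-like share was higher with entospletinib at day 1 and lower at day 14 in all 8 sublibraries, log2 ratios that lie 2.35 apart. The difference was not tested. Without the ribosomal protein gene limit, which removed more entospletinib than vehicle cells, the ratio was still 0.80 (SD 0.24) at day 1 and −1.27 (SD 0.13) at day 14, which argues against that limit as the whole cause. The neutrophil-like and monocyte-like shares were lower with entospletinib at day 1, and in a share a fall of some classes raises the others. That alone could give the higher cDC2-like share at day 1 and was not tested. A change of the cDC2-like cells with treatment and time stays open, as does any difference in how the pools were handled, because each condition was 1 pool. Cluster 0 of the macrophage-like cells, as a share of all cells, was also higher at day 1 and lower at day 14 in all 8 sublibraries, 2.37 apart, and the difference was not tested. As a share of macrophage-like cells with 500 counts or more it had no change of direction, with log2 ratios of −0.39 at day 1, −0.27 at day 7 and −1.39 at day 14, so the opposite directions came with the larger macrophage-like share at day 1. Entospletinib cells at day 14 were shallow, and after these macrophage-like cells were thinned to 500 counts and placed by the nearest cluster centre, the day 14 ratio was −0.26 (SD 0.16). This ratio still exceeded its SD, so low depth is not shown to be the whole cause. Only 68.8% of cells kept their cluster in this placement, and depth and placement changed together. The test therefore cannot tell low depth apart from a change in the cells.

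In 7 cases a named gene had opposite ratios of entospletinib over vehicle at different days in all 8 sublibraries, and none of these differences was tested. The ratios lay 0.41 apart for *Grb2* (days 7 and 14), 0.41 for *Cdc42* (days 7 and 1), 0.94 for *Pak1* (days 7 and 1), 1.31 for *Itgam* (days 1 and 14), 0.47 for *H2-Aa* (days 7 and 14) and 0.82 for *Tlr7* (days 7 and 1) in macrophage-like cells, and 1.06 for *Lyn* (days 7 and 1) in monocyte-like cells. Since the median of all genes was raised at day 7, scaling could give such a pattern. Only 1 gene, *Itgam*, kept opposite signs past its spread both with TMM scaling and relative to the median of all genes, which argues against scaling as the whole cause for it. *Pak1* and *Lyn* did so with TMM scaling, but relative to the median they had −0.14 (SD 0.17) and −0.032 (SD 0.047) at day 1. For these and *Grb2*, *Cdc42*, *H2-Aa* and *Tlr7*, 6 genes in all, scaling of the counts and a change with time cannot be told apart, because the sign (*Grb2*, *Cdc42*) or its standing past the spread (the other 4) depends on the scaling.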

How the results depend on the processing

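Alternatives chosen after the results were seen were those with more than 200 genes per cell, all features past the limits, CPM without mitochondrial genes and ribosomal RNA, other ribosomal gene sets and an equal lowest count. A value counts as moved here when it shifted by more than its technical spread, and as reversed only when a ratio larger than that spread, with 1 sign in all 8 sublibraries, changed sign, so sign changes of smaller ratios are not among the reversed. No paired analysis was run. Conditions pair vehicle with entospletinib by day only, with 1 pool each, and no number in the labels pairs samples.

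The lower neutrophil-like share with entospletinib kept its direction at days 1, 7 and 14 under all 11 alternatives to clustering, filter, denominator and doublets that were run. Leaving out each sublibrary in turn gave −0.83 to −0.80 at day 1, −4.16 to −4.03 at day 7 and −4.74 to −4.57 at day 14. The monocyte-like ratio then ranged from −0.47 to −0.43, −1.24 to −1.17 and 0.25 to 0.39, and the macrophage-like ratio from 1.22 to 1.28, 0.16 to 0.20 and −0.04 to −0.02. Ratios of these 3 classes gave 198 values under the other alternatives, of which 151 stayed within the spread, 44 moved and 3 reversed. For the remaining classes 737 of 858 values stayed within the spread, 114 moved and 7 reversed. Ratios of named genes outside the T-cell-like cells gave 1256 of 1363 values within the spread, 103 moved and 4 reversed.

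With leukocyte-like cells as the denominator, entospletinib over vehicle was 1.38, 0.67 and 0.20 for macrophage-like cells at days 1, 7 and 14, −0.32 and −0.71 for monocyte-like cells at days 1 and 7, and −0.68 and −3.61 for neutrophil-like cells at days 1 and 7. Vehicle over control was −2.35, −0.78 and, reversed, −0.29 for macrophage-like cells, and 2.83, 1.44 and −0.27 for monocyte-like cells. The cDC2-like ratio of vehicle over control at day 7 reversed to −0.33 and the T-cell-like ratio of entospletinib over vehicle at day 14 to 0.037. These shifts follow from the alternative's construction, since parenchymal cells leave the denominator.

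With each cell assigned on its own, where 7205 cells lay within 0.1 of a second class and 5810 (7.32%) stayed unassigned, macrophage-like cells had entospletinib over vehicle of 0.92 at day 1 and −0.58 at day 14, and vehicle over control of −1.44, −0.071 and 0.43. Monocyte-like cells had −0.82 for entospletinib over vehicle and 1.66 for vehicle over control at day 7, and neutrophil-like cells had −4.17 at day 14. The cDC1-like ratio of vehicle over control at day 14 reversed to −0.051. The cause was not tested.

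With more than 500 genes per cell, the macrophage-like ratio of entospletinib over vehicle reversed to −0.060 at day 7 and was −0.23 at day 14, and vehicle over control at day 7 was −0.017. The monocyte-like ratio at day 1 was −0.36, and the neutrophil-like ratio was −1.20, −3.64 and −7.54, the last on 2 entospletinib cells. With more than 200 genes, the neutrophil-like ratio at day 14 was −3.29 and the macrophage-like ratio of vehicle over control at day 1 was −1.79. Above an equal lowest count, macrophage-like cells had −0.094 (reversed) at day 7 and −0.086 at day 14 for entospletinib over vehicle, and −1.73, −0.023 and 0.39 for vehicle over control. Monocyte-like cells had −1.54 and, for vehicle over control, 2.23 at day 7, neutrophil-like cells had −0.98, −3.57 and −5.14 and, for vehicle over control at day 14, 3.44, and the cDC2-like ratio at day 7 reversed to −0.068. The cause was not tested.

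Without the ribosomal protein gene limit, the neutrophil-like ratio at day 1 was −1.14, the macrophage-like ratio at day 14 was −0.27, vehicle over control for macrophage-like cells at day 1 was −1.74 and the T-cell-like ratio at day 14 reversed to 0.46. A Leiden resolution of 2 gave 39 clusters and one of 0.5 gave 16, against 25. At resolution 2 the macrophage-like ratio at day 14 was 0.015, and the ratio of distal-tubule-like or collecting-duct-like cells at day 1 reversed to −0.21 for entospletinib over vehicle and to 0.65 for vehicle over control. All features past the limits gave −1.94 and −0.34 for macrophage-like cells, vehicle over control, at days 1 and 7. The cause was not tested. The other sets of ribosomal genes kept 81012 (kinase genes left out), 81649 (pseudogenes left out as well) and 90854 cells (mitochondrial ribosomal protein genes), all within 1.5 times the 79389.

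Under TMM scaling the day 7 ratio of entospletinib over vehicle in macrophage-like cells reversed to −0.088 for *Grb2*, −0.076 for *Cdc42* and −0.040 for *Tgfb1*, and 53 other ratios of all days and classes moved. For the reversed ones this follows from the scaling, which moved the median of all genes at that day from 0.34 to 0.020. Thinning reversed *Ccl9* at day 7 to 0.12. In T-cell-like cells at day 14, thinning gave −1.04 for *Cd4* and 0.44 for *Ctla4*, removal of doublets 0.49 for *Ctla4*, and no ribosomal limit 0.37 for *Ctla4*. The cause was not tested. Of the 3322 genes past 50 CPM in macrophage-like cells, 616 had a ratio above 0 at all 3 days and 284 below 0, with no test behind these signs. The split was 392 and 922 of 3310 genes with TMM scaling, 975 and 483 of 3792 genes without mitochondrial genes and ribosomal RNA, 1351 and 495 of 5929 genes past 20 CPM and 325 and 167 of 1868 genes past 100 CPM. Of the 5 genes named as higher, 3 to 5 were still named under each alternative. Of the 5 named as lower, 1 was still named past 20 CPM and 3 or 4 under the others.

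*Syk* stood, without mitochondrial genes, at 499 CPM in macrophage-like, 851 in monocyte-like, 1420 in neutrophil-like and 1528 in B-cell-like cells. Without ribosomal RNA as well it stood at 576, 996, 1517 and 1753 CPM and at 249 CPM in T-cell-like cells. TMM scaling gave 1599 CPM in neutrophil-like cells. In B-cell-like cells the cells' own CPM gave 1510, thinning 1507 and removal of doublets 1604 CPM, and in T-cell-like cells these gave 97.0, 86.4 and 40.6 CPM, and no ribosomal limit 152 CPM. For the classes outside these 5, 25 of 77 *Syk* values moved. Leaving mitochondrial genes or ribosomal RNA out raises CPM by construction. The 4 Y genes together were at 265 CPM or more in macrophage-like cells and 309.9 CPM or more in non-leukocytes, where *Xist* reached 0.568 CPM on 1 count.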

Other observations

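Tests chosen only after the result was seen were those on the gene limit and on doublets among T-cell-like cells, and the look at a cluster of resolution 2. For the gene limit at day 14 the test on transcripts was the third one tried, after a comparison of marker counts, dropped because free RNA affects it, and a bound that did not decide. Its reading was set before its own value was seen. The alternative without the ribosomal protein gene limit was planned, and the others in this part were chosen after the pattern but before their own values.

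The lower neutrophil-like share with entospletinib was weighed against 4 technical explanations. Neutrophils of shallow entospletinib cells could have fallen below the limit of 300 genes. Only barcodes that met the mitochondrial and ribosomal protein gene limits were considered, 153 with entospletinib at day 1 and 2 at day 7. Counting each of these as a neutrophil and no vehicle barcode still left a ratio of −0.73 at day 1 and −3.89 at day 7. Barcodes that failed those limits too were not counted, so this is not a bound over all barcodes. At day 14, where 2607 entospletinib barcodes that met the other limits lay below the gene limit, the ratio with more than 200 genes was −3.29. With each of the 971 such entospletinib barcodes at 200 genes or fewer counted as a neutrophil it was −0.34 (SD 0.38), which is within its spread. This bound alone does not decide. Hidden neutrophils would bring their abundant transcripts, and 50.6% of the 2607 barcodes would have to be neutrophils to equal the vehicle share. Neutrophil marker counts were a mean of 0.241% of the counts of these barcodes and at least 1.52% in neutrophil-like cells of the 6 injured conditions, which allows at most 15.8% neutrophils if those below the limit hold markers as the named ones do. Free RNA with neutrophil markers would raise this share, but free RNA of other cells would dilute the markers and lower it. Neither was measured. At 15.8% the ratio was −1.58 (SD 0.16), so under that assumption the gene limit is unlikely as the whole cause at day 14 too. Without the ribosomal protein gene limit the ratio nearest to 0 of the 3 days was −1.14. The pools differed in the lowest count of a called barcode, whose highest value over the 8 sublibraries ranged from 243 with entospletinib at day 14 to 1420 with entospletinib at day 7, but above an equal lowest count the ratio nearest to 0 was −0.98. A few barcoding wells did not carry the difference either: the lowest vehicle well lay at least 7.25 percentage points above the highest entospletinib well of the same day. These 4 explanations are therefore unlikely as the whole cause. For the gene limit this holds only among barcodes that met the other limits, and at day 14 only if they hold markers as assumed. A lower number of neutrophils with entospletinib remains a hypothesis, found and tested on the same data. The sort and the handling of the single pools stay open at all 3 days.

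Entospletinib cells at day 14 were shallow in the 3 classes tested. The median counts per cell over those of the control were 0.323 in macrophage-like, 0.336 in T-cell-like and 0.311 in B-cell-like cells, so a different mix of classes is unlikely to be the whole cause. Outside these classes the medians were 1041 against 3061 counts in endothelial-cell-like, 2678 against 6446 in distal-tubule-like or collecting-duct-like, 1680 against 3137 in loop-of-Henle-like and 1810 against 2691 in proximal-tubule-like cells, so the gap varied with the class. Within macrophage-like cells, without the limit, the median ribosomal protein gene share was 0.320 percentage points higher with entospletinib than with vehicle at day 1, so the mix of classes is unlikely to explain the larger loss of entospletinib cells to that limit. Fixation, storage and the treatment itself were not tested.

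*Fkbp5* had the largest ratio of entospletinib over vehicle at day 14 among the genes named in macrophage-like cells. Vehicle was itself below the control by then, with an unadjusted log2 ratio of −2.44 and 74.6 CPM against 405 CPM, and entospletinib was at 881 CPM. The difference was shared: its log2 ratio was at least 1.12 in every class with 10 or more counts, which is consistent with a change in all cells of the entospletinib or the vehicle pool, and at least 2.99 in each macrophage cluster, so a different mix of clusters is unlikely. Free RNA of macrophages is unlikely as well. *Fkbp5* in T-cell-like and B-cell-like cells stood at 33.1% and 25.6% of its macrophage level, at least 12.2 percentage points above the highest of *C1qa*, *C1qb*, *C1qc*, *Apoe* and *Ms4a7* (at most 13.4%). A glucocorticoid response was tested with 6 other listed genes, whose median log2 ratio was 0.98 in macrophage-like, 0.45 in T-cell-like, 0.19 in B-cell-like and 0.95 in endothelial-cell-like cells. With a lowest median of 0.19 and genes on both sides of 0 in 3 of the 4 classes, this explanation and others cannot be told apart. Values of endothelial-cell-like cells also compare different mixes of clusters. At day 14 cluster 12 held 65.4% of these cells with entospletinib and 27.2% with vehicle. Another time of day at harvest was tested with listed clock genes of an evening and a morning arm, and the arms lay only 0.12 apart in the class nearest to 0 and not in the same direction in all 4 classes, so it cannot be told apart either. Both lists have few genes and 1 pool behind each value. The inhibitor itself, handling of the mice and differences between the 3 pooled mice of each condition remain open.

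*Syk* in T-cell-like cells depended on doublets. The 565 T-cell-like cells called doublets held 86.6% of the *Syk* counts of the class. Macrophage markers stood at 2588 CPM in them and 243 CPM in the others, a 10.6-fold difference, and B cell markers at 592 and 118 CPM. The doublet call itself rests on the expression of the cells. Doublets with *Syk*-rich cells are a likely source of most *Syk* counts in this class.

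At a Leiden resolution of 2, 1 cluster of 4111 cells had 4 of the 8 genes scored here for acute-injury macrophages (*Cxcl16*, *Stab1*, *Dab2*, *Axl*) and 4 of the 5 scored for macrophages of chronic disease (*Mrc1*, *Nlrp3*, *Cd83*, *Cd86*) among its 100 leading genes, and none of the 3 resident genes. The lists were taken from the study but leave out *C1qa* and *Syk*. It held 1.43% of control cells, 0.627%, 9.08% (exact 95% interval 8.35 to 9.85; SD 1.63) and 15.2% (14.6 to 15.7; SD 0.564) of vehicle cells and 1.22%, 4.13% (3.66 to 4.63; SD 0.555) and 4.28% (3.88 to 4.71; SD 0.801) of entospletinib cells at days 1, 7 and 14. Of its vehicle cells at day 14, 99.4% were in the macrophage clusters of the main clustering. The effect of depth on this cluster was not tested.

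The set of genes counted as ribosomal decided how many cells passed. With names starting in Rps or Rpl 79389 cells passed, and with mitochondrial ribosomal protein genes (Mrps and Mrpl) 90854 did, close to the 90855 without any such limit. The 79389 is lower than the count quoted from the study above, and 90854 lies nearer to it, so another set of genes may have been used there. The limit as set here removed 29.0% of entospletinib cells at day 1, and the values without it are given with the other alternatives.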
